# Genome-Wide Exploration of miRNA Function in Mammalian Muscle Cell Differentiation

**DOI:** 10.1371/journal.pone.0071927

**Published:** 2013-08-21

**Authors:** Anna Polesskaya, Cindy Degerny, Guillaume Pinna, Yves Maury, Gueorgui Kratassiouk, Vincent Mouly, Nadya Morozova, Jeremie Kropp, Niels Frandsen, Annick Harel-Bellan

## Abstract

MiRNAs impact on the control of cell fate by regulating gene expression at the post-transcriptional level. Here, using mammalian muscle differentiation as a model and a phenotypic loss-of-function screen, we explored the function of miRNAs at the genome-wide level. We found that the depletion of a high number of miRNAs (63) impacted on differentiation of human muscle precursors, underscoring the importance of this post-transcriptional mechanism of gene regulation. Interestingly, a comparison with miRNA expression profiles revealed that most of the hit miRNAs did not show any significant variations of expression during differentiation. These constitutively expressed miRNAs might be required for basic and/or essential cell function, or else might be regulated at the post-transcriptional level. MiRNA inhibition yielded a variety of phenotypes, reflecting the widespread miRNA involvement in differentiation. Using a functional screen (the STarS - Suppressor Target Screen – approach, i. e. concomitant knockdown of miRNAs and of candidate target proteins), we discovered miRNA protein targets that are previously uncharacterized controllers of muscle-cell terminal differentiation. Our results provide a strategy for functional annotation of the human miRnome.

## Introduction

The microRNA (miRNA) machinery [1] has an essential function during development [2]. MicroRNAs (miRNAs) [1] are encoded in intergenic or intronic sequences as long precursors that are sequentially processed by the endonucleases Drosha and Dicer into short double-stranded sequences [3]. They regulate gene expression at the post-transcriptional level: in the cytoplasm, they guide the RISC complex, an Argonaute-containing complex of proteins, toward a target messenger RNA. The RISC complex cleaves the target messenger, or else inhibits its translation and/or accelerates its decay [4]. MiRNAs control the balance between cell proliferation, cell differentiation and cell death [3]. However, a limited number of miRNAs, have been studied at the functional level in specific differentiation programs, and genome-wide phenotypic analyses are scarce or absent in mammalian systems. Thus, a few miRNAs, miR-133, miR-1, miR-206, miR-181 and miR-27a, have previously been shown to be important in skeletal muscle cell terminal differentiation [5]. Here, we implemented a genome-wide miRNA loss-of-function screen using LNA-modified synthetic antisense oligonucleotides [6] in LHCN, a human skeletal muscle precursor cell line. The depletion of 63 miRNAs impacted on LHCN differentiation. Moreover, using a phenotypic screen based on co-suppression of miRNAs and putative targets that we named the STarS assay, we identified important proteins whose role in controlling differentiation had not been previously identified.

## Results

### The Depletion of 63 miRNAs Impacts on Skeletal Muscle Cell Terminal Differentiation

A library of LNA antisense inhibitors targeting 870 miRNAs (listed in miRBase v12) was screened on a differentiating human muscle precursor cell line, LHCN [7], by transfecting individual inhibitors (in duplicate) prior to inducing differentiation. Muscle cell terminal differentiation involves the fusion of myoblastic precursor cells into large multinucleated post-mitotic cells (myotubes) that express muscle-specific markers such as muscle Myosin Heavy Chain (MHC) and Muscle Creatine Kinase (MCK). Differentiation was monitored on an Array Scan VTI automated microscope. Cells were reconstructed and nuclear and cytoplasmic Regions of Interest (ROI) were identified using the vHCS scan software (Figure S1a). The proportion of multinucleated MHC-positive myotubes (i. e., cells that are positive for MHC fluorescence and have at least 3 nuclei) was scored in each individual sample and control well (raw data in File S1: SI1_LNA Screen 1 raw data.xls). A plate-well series plot of the results is shown in Figure 1a. Candidate miRNAs with differences to the negative control ≥2 SDs (corresponding to a proportion of myotubes smaller or equal to 39% of the control) were selected using the Spotfire Decision Software and retested in a secondary screen (in triplicates): we monitored, in addition to the percent of multinucleated myotubes the total numbers of nuclei. Thresholds of 27% and 25.2%, corresponding to deviations of ≥2 SDs from the negative controls in the secondary screen, were set for inhibition of differentiation or decreased cell number phenotypes respectively. However, this threshold was not applied for increased differentiation or increased cell growth, as the conditions of the experiment were optimized to monitor a decrease but not an increase of these parameters (full confluence, low serum etc.). A proportion of candidates (63%) were confirmed in the secondary screen (Table I), i. e., a total of 63 hits. Among the hits were the miR-133 family members previously characterized as important muscle-specific miRNAs [8], which support the robustness of our screen. Moreover, as an additional quality control test, 18 hits were re-tested using new batches of LNAs: all hits were confirmed, further increasing the confidence in the screen results (Figure S1b). Note, however, that one out of eighteen hits, miR-18b, was not detected by RT-QPCR in our cells and might be a false positive. Finally, whenever monitored, miRNA knockdown was observed, at levels of inhibition ranging from 70 to 99% and with a high degree of specificity (Figure S1c and d).

**Figure 1:**
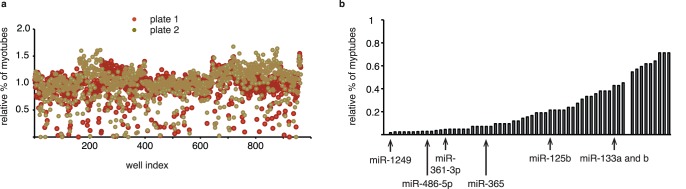
Screening a genome-wide LNA antisense library. (a) Plate-well series plot of the screen: library LNAs (100 nM) were transfected into LHCN and differentiation was monitored 7 days later (relative percentage of myotubes standardized on the mock-transfected control) (b) Proportion of myotubes for hits with inhibited differentiation (relative percentage of myotubes standardized on the control); notable hits are marked with an arrow (previously characterized miRNAs, or miRNAs selected for further analysis).

**Table 1:** List of hits.

Hits of functional screen	Relative percentage of myotubes1, % of control	p value, Mann Whitney^2^	Relative cell count3, % of control	p value, Mann Whitney
**Inhibited differentiation**				
hsa-mir-100	56.13	***	97.25	*
hsa-mir-106a/hsa-mir-17	69.91	***	93.99	***
hsa-mir-1227	7.12	***	91.11	*
hsa-mir-1233	11.88	***	73.07	***
hsa-mir-125b	21.37	***	80.27	***
hsa-mir-1267	2.37	***	75.12	***
hsa-mir-130b*	27.31	***	86.11	***
hsa-mir-138-1*	57.01	***	80.1	***
hsa-mir-145	23.75	***	83.88	***
hsa-mir-1538	19	***	85.59	***
hsa-mir-18b*	15.44	***	75.64	***
hsa-mir-223	30.88	***	92.11	-
hsa-mir-296-5p	23.75	***	93.31	**
hsa-mir-326	14.25	***	94.34	***
hsa-mir-331-3p	4.75	***	90.22	***
hsa-mir-339-5p	66.39	***	92.79	**
hsa-mir-365	7.13	***	77.53	***
hsa-mir-429	54.63	***	85.25	***
hsa-mir-454	33.25	***	87.31	-
hsa-mir-455-3p	42.76	***	96.4	-
hsa-mir-484	4.83	***	78.73	-
hsa-mir-485-3p	4.75	***	71.49	***
hsa-mir-501-3p	69.25	***	91.25	***
hsa-mir-512-5p	21.37	***	72.89	***
hsa-mir-532-3p	9.5	***	85.93	***
hsa-mir-541	69.87	***	97.77	-
hsa-mir-600	35.63	***	93.48	-
hsa-mir-625*	28.5	***	72.89	***
**Hits of functional screen**	**Relative percentage of myotubes** 1, **% of control**	**p value, Mann** **Whitney test**	**Relative cell count** 2, **% of control**	**p value, Mann Whitney test**
hsa-mir-636	2.37	***	81.98	***
hsa-mir-663	21.38	***	84.73	***
hsa-mir-664	7.13	***	82.85	***
hsa-mir-766	45.13	***	73.24	***
hsa-mir-770-5p	19	***	75.47	***
hsa-mir-93*	9.5	***	92.1	-
**Inhibited differentiation & low cell count**			***	
hsa-let-7b*	4.75	***	28.64	***
hsa-mir-1224-3p	2.38	***	51.46	***
hsa-mir-1228	2.38	**	9.43	***
hsa-mir-1249	1.66	***	53.17	***
hsa-mir-125a-5p	19	***	69.8	***
hsa-mir-1260	7.12	***	61.75	***
hsa-mir-1280	11.88	***	68.95	***
hsa-mir-129-3p	9.5	***	65.64	-
hsa-mir-1296	9.5	***	36.36	***
hsa-mir-133a/hsa-mir-133b	42.75	*	0.85	***
hsa-mir-150	4.75	***	60.37	***
hsa-mir-197	4.75	***	27.79	***
hsa-mir-204	2.85	***	27.44	***
hsa-mir-328	0.1	**	30.87	***
hsa-mir-342-3p	33.25	***	58.83	***
hsa-mir-346	7.13	***	69.13	***
hsa-mir-361-3p	4.51	***	9.6	***
hsa-mir-483-3p	3.56	***	68.61	***
hsa-mir-486-5p	2.85	***	34.48	***
hsa-mir-574-3p	2.61	***	43.22	***
hsa-mir-629*	16.62	***	67.23	***
hsa-mir-885-5p	4.75	***	43.73	***
**Inhibited differentiation & high cell count**				
hsa-mir-193b	38.04	***	102.74	*
**Hits of functional screen**	**Relative percentage of myotubes** 1, **% of control**	**p value, Mann Whitney test**	**Relative cell count** 2, **% of control**	**p value, Mann Whitney test**
hsa-mir-369-3p	61.75	***	103.6	*
hsa-mir-381	61.75	***	105.31	*
hsa-mir-886-5p	38.04	***	112.86	***
hsa-mir-940	21.37	***	112.35	***
**Enhanced differentiation**				
hsa-mir-98	104.51	*	87.82	***
**High cell count**				
hsa-mir-631	92.63	**	103.43	***

1 see Material and Methods;

2 *: p<0.05; **: p<0.01; *** p<0.005; − = not significant.

3 total number of nuclei.

LNA inhibitors induced various phenotypes (summarized in Table I). Inhibition of differentiation was observed in most instances. In the vast majority of the corresponding hits, inhibition was greater than 50% (Figure 1b). However, in some cases, and despite the fact that the assay was designed to detect inhibition, we instead observed activation of differentiation (Table I). LNAs affected various parameters: the proportion of differentiated cells (myotubes), the size of myotubes or both. Interestingly, some LNAs also impacted on the total cell number, in either a positive or a negative manner. In muscle, as well as in many other tissues, differentiation and proliferation are mutually exclusive, and the balance between the two processes is strictly regulated. Hit miRNAs affecting cell numbers might be expected to be involved in the control of this essential balance, and their function might not be restricted to muscle. Thus a subset of hit miRNAs could affect differentiation in an indirect manner, by impacting on cell proliferation and/or cell survival. In this category, miR-361-3p inhibition dramatically decreased the number of cells, suggesting that this miRNA controls pathways involved in cell survival. MiR-940 inhibition, on the other hand, consistently resulted in a 10% higher number of cells than in the control populations. Given that cells were seeded at full confluence for differentiation, a higher increase could not be expected. We thus believe that this 10% increase might be “biologically” significant, and implies that this miRNA might be required for proper growth control. Finally, we also identified miRNAs that are negative regulators of differentiation, since one or more of the differentiation parameters was enhanced when they were inhibited. Quite unexpectedly, miR-98, a member of the let-7 family previously characterized as pro-differentiation molecules [9], was detected as anti-differentiation in our cell model.

MiR-1 and miR-206 were not detected in our screen, in contrast to previously published results [8].This might be due either to the high homology and possible redundancy between these two miRNAs or to the experimental model used here. Finally, miR-27a, a miRNA involved in embryonic muscle differentiation [10] was not detected in our screen either, most likely because it is only involved in very early steps of differentiation, whereas our screen addressed later steps in the differentiation process. Note, in any case, that there is usually a certain rate of “false negative” in global screens.

### Phenotypic Importance does not Strictly Correlate with Differential Expression

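LHCN-M2, an immortalized human myoblast line, was profiled by arrayed RT-QPCR in proliferating cells (day 0) and at day 3 and day 7 of differentiation. Each condition is 1 sample, made by pooling the RNA of 3 cultures, so the values have no replicate error and no test between conditions was possible. A label of the day 3 and day 7 samples gives 4 days, whereas their other labels and File S3 give 3 and 7 days, which are used here. In this assay each miRNA is read with its own LNA primers, and the instrument reports a crossing point (Cp), the cycle at which product becomes detectable, so that a lower Cp means more template. There is no read depth for such values. The authors' deposited table gives signed fold changes for 421 assays, in which a fall is written as a negative number. Of these assays, 302 have a value for day 3 against proliferation, 330 for day 7 against proliferation and 313 for day 7 against day 3 in the authors' deposited table. The log2 of each fold change was taken here, and reference RNAs were left out of all counts of miRNAs, which leaves 327 miRNA assays for day 7 against proliferation. In every one of these 327 assays the log2 value of the authors' deposited table equals the Cp difference listed in the paper's File S3 minus 2.05. The mean Cp of all assays detected in proliferating cells (32.1) and at day 7 (30.0), computed from the paper's File S3, also differ by 2.05. SNORD38B, a small nucleolar RNA assayed in 2 wells, is the only technical repeat, and its log2 changes at day 7 were -0.10 and 0.02 in the authors' deposited table, 0.12 apart. The small nuclear RNA U6 fell by 2.84 on the log2 scale at day 7 in the authors' deposited table. The choice of normalizer moves every log2 value by the same constant. Relative to the mean of the 2 SNORD38B assays and U6, which File S3 uses, the values at day 7 rise by 0.97.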

MiRNA expression profiles were established for 97% of the miRNAs tested in the functional screen (see File S2: SI2_Comparison of miRNAs tested in the two screens.xls), using arrayed RT-QPCR (see File S3: SI3_Expression screen.xls, for the raw data; accession number: GSE45957). 

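Of the 63 hits of the functional screen, 38 (60.3%, exact 95% binomial interval 47.2 to 72.4%) have a fold change for day 7 against proliferation in the authors' deposited table. Another 8 hits have a row there without a value for this comparison, and 17 have no row. Among the 38 hits with a value, 19 changed by at least 2-fold and 19 by less. The 19 changed hits are 30.2% of all hits (exact 95% binomial interval 19.2 to 43.0%) and 50% of those with a value. For comparison, 136 of the 320 inhibitor targets of File S1 with a fold change, or 42.5%, changed by at least 2-fold. Random lists of 38 such targets, matched to the hits on mean Cp from File S3 in 5 bins, held a median of 15 changed miRNAs, and the count of 19 lies at the 90.4th percentile of 10000 such lists. The median absolute log2 change of the hits was 0.99 against 0.78 in the random lists, at the 89.2nd percentile. With U6 alone as the reference, the setting that moved the count most, 33 hits changed by at least 2-fold.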

A comparison between the list of miRNAs showing differential expression during terminal differentiation and the list of miRNAs having a functional impact showed that the majority of the functionally important miRNAs hits were not scored as being differentially expressed (see Figure 2a). Indeed, even though the number of miRNAs that were up- or downregulated during differentiation was unexpectedly high, a minority of the hits (15 miRNAs, Figure S1e) was found to be both differentially expressed and functionally important for myoblast differentiation. Moreover, the majority of the differentially expressed hits were not dramatically induced or dramatically repressed. This observation was further confirmed for a selection of hits analyzed individually (Figure 2 b, c) that showed little or no modification of expression during differentiation. 

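Between proliferation and day 7, 67 miRNA assays were higher and 73 were lower by at least 2-fold in the authors' deposited table, together 140 of 327 (42.8%). At a threshold of 4-fold, 28 were higher and 26 lower. The muscle miRNAs rose most in the authors' deposited table, with log2 changes of 14.86 for miR-206, 14.48 for miR-133b, 13.48 for miR-1 and 12.14 for miR-133a. Their Cp in proliferating cells was late in the paper's File S3, 38.4 for miR-206, 36.5 for miR-1, 36.2 for miR-133b and 34.5 for miR-133a, which leaves the size of these changes uncertain. With such Cp values set to 36, a ceiling applied after the data were seen, the log2 change of miR-206 was 12.49 and that of miR-133b 14.25. Further large rises in the authors' deposited table were those of miR-660 (log2 change 5.09), miR-532-5p (4.81) and miR-378 (3.73). Among assays with a Cp of at most 36 in both samples, miR-218 (log2 change -3.99), miR-222* (-3.97) and miR-100* (-3.59) fell most in the authors' deposited table. The split between rises and falls depended on the normalization. Relative to the mean of the 2 SNORD38B assays and U6, 166 assays were higher and 28 lower, and relative to miR-16, 171 were higher and 25 lower. Relative to SNORD38B alone, 71 were higher and 71 lower.

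**Figure D1:**
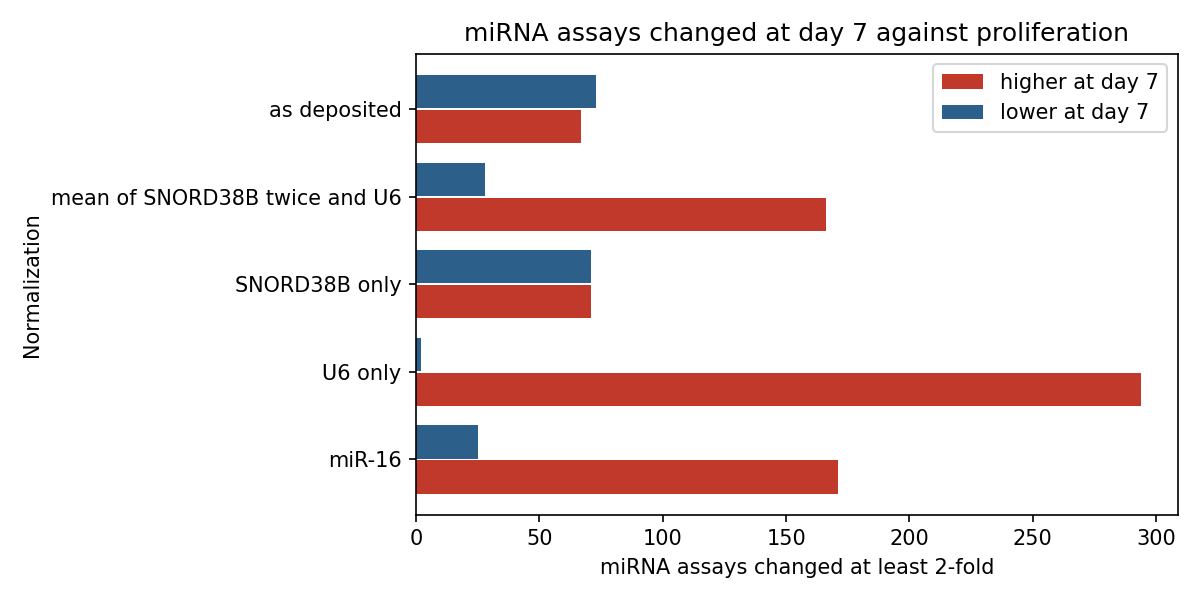
Number of miRNA assays higher (red) or lower (blue) by at least 2-fold at day 7 against proliferation, out of 327, under 5 normalizations of the authors' deposited fold changes. The counts are 67 and 73 as deposited, and 294 and 2 relative to U6 alone.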

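Of the 19 hits that changed by at least 2-fold at day 7 in the authors' deposited table, 11 lay between 2- and 4-fold and 8 beyond 4-fold. Beyond 4-fold, the authors' deposited table lists rises of miR-133a and miR-133b (mean log2 change 13.31), miR-532-3p (4.35), miR-501-3p (3.07) and miR-381 (2.57), and falls of miR-223 (log2 change -3.80), miR-625* (-2.44), miR-346 (-2.10) and miR-204 (-2.08). Between both thresholds, miR-98 rose 3.65-fold, miR-365 rose 2.66-fold and miR-331-3p rose 2.26-fold in the authors' deposited table. The remaining 8 hits in this range were lower there, from 2.09-fold for miR-1260 to 3.98-fold for miR-339-5p, with miR-940 3.42-fold lower. The rises of miR-98 and miR-365 differ from the paper's individual RT-QPCR of selected hits, which it describes as changing little or not at all. Relative to miR-16, the paper's standard for individual RT-QPCR, the log2 changes here were 2.92 for miR-98 and 2.46 for miR-365. The individual measurements were not analysed here, so the difference stays open. MiR-361-3p, 1.41-fold higher in the authors' deposited table, stayed within 2-fold there and relative to SNORD38B alone (log2 change 0.53). It passed 2-fold relative to the mean of the 2 SNORD38B assays and U6 (1.47), miR-16 (1.55) and U6 alone (3.33). In all, 7 changed hits rose and 12 fell in the authors' deposited table. Relative to the mean of the 2 SNORD38B assays and U6, all 12 stayed below 0, but only 5 hits were lower by at least 2-fold and 18 were higher. Relative to U6 alone, 1 of the 12 stayed below 0. From the low proportion of differentially expressed hits, the paper proposes that the activity of some of these miRNAs is modified during differentiation, and it reasons that miRNA activity cannot be read directly from an expression profile.

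**Figure D2:**
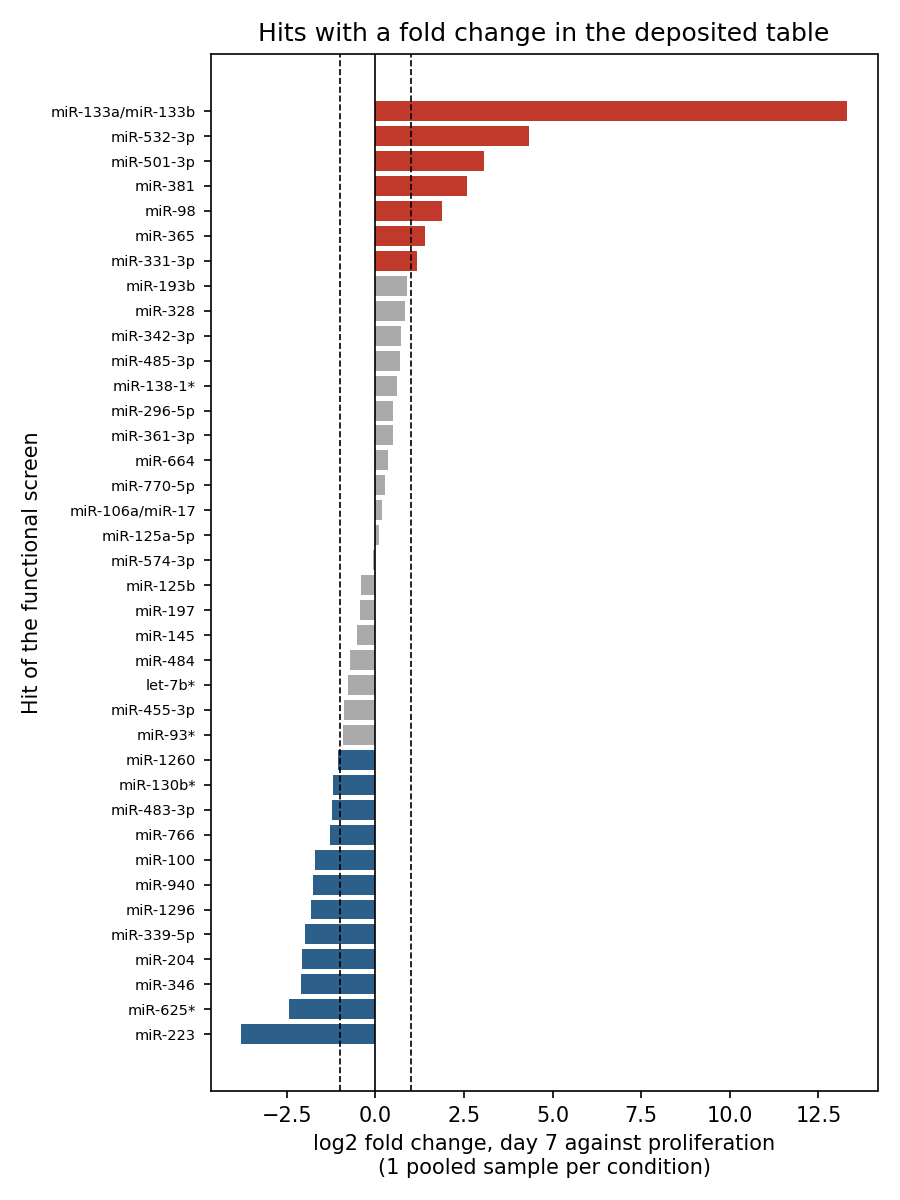
Log2 fold change at day 7 against proliferation of the 38 hits with a value in the authors' deposited table (1 pooled sample per condition, no error bars). Dashed lines mark 2-fold; 7 hits lie above (red), 12 below (blue) and 19 between them (grey).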

We have selected, for individual analysis, hit miRNAs linked to strong phenotypes in the original loss-of-function screen and that had various expression profiles during terminal differentiation. This selection of hits included two pro-differentiation miRNAs, miR-1249 and miR-365; one anti-differentiation miRNA, miR-98; and a miRNA required for myoblast survival, miR-361-3p – note that miR-98 and miR-365 have similar expression profiles but have opposite effects on differentiation. We also analyzed a miRNA strongly induced upon differentiation, miR-486-5p (Figure 2d), a pro-differentiation miRNA in our cell model and recently linked to cardiac cell differentiation [11].

**Figure 2:**
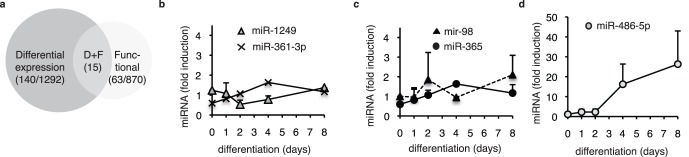
Lack of correlation between differential expression and functional significance. (**a**) Comparison between expression and functional results: distribution of miRNAs with differential expression (ratio between proliferation and differentiation ≥2, dark grey), with functional impact (light grey) or with both. (**b–d**) Time course of expression for miR-361-3p, miR-1249, miR-365, miR-98 and miR-486-5p during terminal differentiation. LHCN cells were placed under differentiation conditions, and RNAs were extracted at indicated times and analyzed by RT-QPCR (mean of biological duplicates); results are shown as fold inductions as compared to proliferating cells.

### Validation of Selected Hits by Mimics

Gain-of-function assays using mimics were used to further explore the selected miRNAs functionally. A high proportion (5/6 = 80%) of mimics affected differentiation in the expected manner (Figure 3): ectopic expression of miR-486-5p, miR-1249 and miR-361-3p resulted in increased expression of the differentiation marker MCK, whereas inhibition of these miRNAs reduced MCK expression (Figure 3a, b); conversely, ectopic expression of let-7 miRNAs (miR-98 and another member of the family, let-7g) decreased MCK expression, whereas inhibition of these miRNAs increased MCK expression (Figure 3c). Most interestingly, miR-486-5p was able to induce differentiation under proliferation conditions (Figure 3b), implying that ectopic expression of this miRNA overrides the extremely stringent control of proliferation and differentiation operating in myoblast cells. The other mimics tested under proliferation conditions did not induce any phenotypic changes in myoblasts (data not shown). Under differentiation conditions, ectopic miR-1249, miR-361-3p and miR-486-5p all induced precocious differentiation, and inhibition of let-7 miRNAs had the same effect (Figure S2a). Although miR-1249, miR-361-3p and miR-486-5p mimics all impacted on differentiation in a similar manner, detailed analysis of the phenotypes of treated cells showed subtle differences in the morphology of differentiated myotubes (Figure 3d, e, g). Thus, miR-1249 and miR-361-3p mimics increased the fusion index (proportion of nuclei in myotubes) as compared to controls, whereas miR-486-5p mimic increased both the percentage of myotubes and the fusion index (Figure 3 e, g). Only one mimic out of six, miR-365, had no effect on differentiation (Figure S2b). The reason for this negative result is unclear. Mir-365 appears to be highly expressed in LHCN cells (as judged from RT-QPCR results, Figure S2c) and might thus be in excess in the cells.

**Figure 3:**
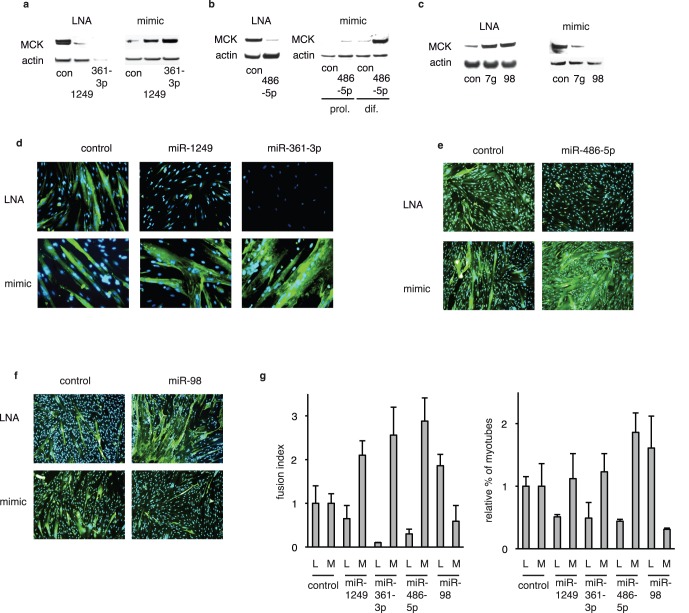
Validation of selected hits by gain-of-function assays. LHCN cells were transfected with indicated LNAs (75 nM) or mimics (10 nM for miR-486-5p and 25 nM for all others; con: irrelevant control sequence) and placed under differentiation conditions, except when indicated (prol. = proliferation conditions); extracts were analyzed by western blots (**a–c) -** this experiment was reproduced 3 times - or by immunostaining (**d–f)**, green: MHC, blue: Hoechst; (typical experiment that was run in triplicate and reproduced twice) at 7 days of differentiation; (**g)** statistical analysis of the results shown above: images were acquired and analyzed on an Operetta (Perkin Elmer); shown are the relative fusion index (see Material and Methods) and the relative percentage of MHC positive cells, with controls set to 1; L: LNA antisense, M: mimic.

### Identification of Essential miRNA Targets Using the STarS Assay

MiRNAs impact on cell biology by downregulating specific gene targets. In order to explore how our selection of hit miRNAs impact on skeletal muscle cell differentiation, we undertook the task of identifying functionally important gene targets. In mammals, unbiased target identification can be performed by Affymetrix mRNA profiling [12] or biochemical pull-downs [13], [14]. However, these assays do not document the functional importance of identified targets. In order to directly address this question, we set up an assay similar to a standard genetic suppressor screen, based on the following rationale (Figure 4a): the phenotype observed upon miRNA downregulation by LNA inhibitors is, at least to a significant extent, due to overexpression of functionally important target proteins; consequently, concomitant down-regulation of a miRNA and of important target proteins should result in partial if not complete correction of the phenotype. We previously used this assay to characterize Hox-A11 as an important target of the pro-differentiation miRNA miR-181 in myoblasts [15]. As an additional proof of principle, in the present study, we used the same approach to demonstrate that Lin-28 is a functionally important target of the anti-differentiation miRNA let-7. Let-7 has previously been shown to control the expression of HMGA2 [16], Lin-28 [17] and IMP-1 [18] proteins, and, in keeping with these observations, these proteins were upregulated upon let-7 inhibition in our human myoblast cell line (Figure S3a). Whereas inhibiting let-7 increased differentiation, downregulating Lin-28 at the same time decreased differentiation back to normal levels, as monitored by the expression of the muscle specific marker MCK (Figure S3b) and as judged by the size of myotubes (Figure S3c). These results confirm that Lin-28, an activator of differentiation in muscle cells [17], [19], is a functionally important target of let-7. As expected, other let-7 targets (HMGA2 and IMP proteins) were not affected by Lin-28 knockdown (Figure S3b) whereas IGF-2, a target of Lin-28 [19], was downregulated. These results validate this stringent assay, which is thus usable for unbiased screens of miRNA targets, designed to directly identify phenotypically important targets. We named this assay STarS (Suppressor Target Screen).

**Figure 4:**
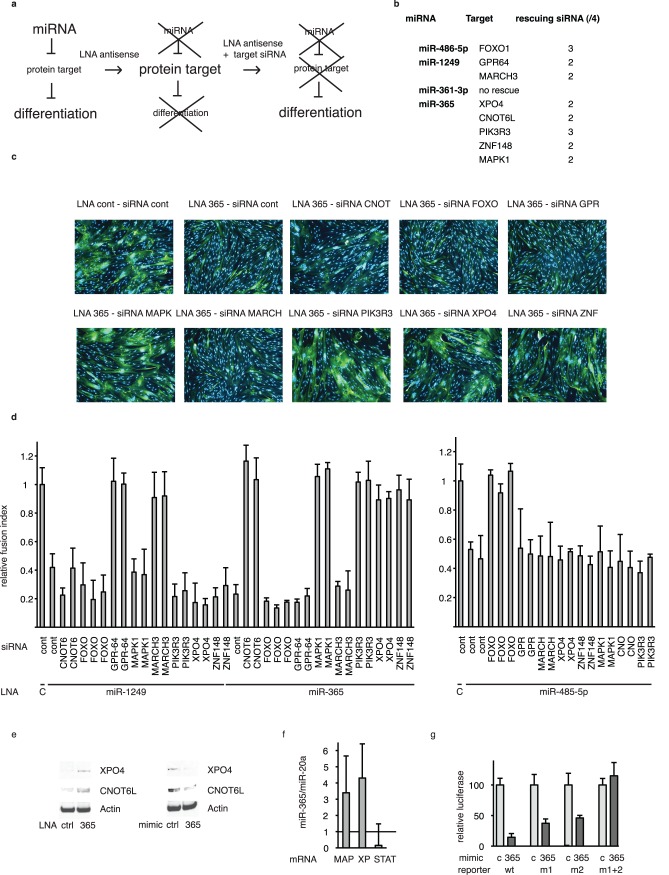
STarS, a genetic suppressor assay to identify phenotypically important miRNA targets. (**a**) Rationale of the assay. (**b**) Unbiased identification of phenotypically important targets of miR-486-5p, miR-1249 miR-361-3p and miR-365. MiRNAs were knocked down using LNA inhibitors (50 nM), and targets were knocked down using siRNAs (50 nM); differentiation was monitored by quantifying the fusion index on day 7; identified targets and number of rescuing siRNAs are listed in (ERK: ERK1, XPO:XPO4, MAPK: MAPK1). (**c**) Fluorescence images of LHCN cells transfected with miR-365 LNA along with indicated siRNAs, and analyzed at day 7 by immunofluorescence after staining with anti-MHC antibodies (green) and counterstaining with DAPI (blue); cont: control; CNOT: CNOT6L; FOXO: FOXO1; GPR: GPR-64; MAPK: MAPK1; MARCH: MARCH-3; ZNF; ZNF-148. (d) Specificity of the STarS assay. LHCN cells were transfected as above with mixtures of LNAs and siRNAs (2–3 different siRNAs per gene), as indicated, and analyzed 7 days later by quantifying the fusion index; shown are relative values, using cells transfected with control siRNA and control LNA as a reference. (**e**) CNOT6L and XPO4 proteins are regulated by miR-365. LHCN cells were treated with miR-365 LNA or mimic as indicated, and CNOT6L and XPO4 proteins were detected by western blotting 48 h later. (**f**) XPO4 and MAPK1 are direct targets of miR-365: analysis by TAP-Tar. C2C12 mouse myoblast cells stably transduced with a vector expressing a tagged version of AGO2 were transfected with biotinylated miR-365, or miR-20a as a control, and extracts were submitted to tandem affinity purification followed by detection of associated mRNAs by RT-QPCR (MAP: MAPK1; XP: XPO4; STAT: STAT3). Values are means of 3 independent biological replicates, with duplicate measurements, of the ratios between values for miR-365 and values for miR-20a. (**g**) CNOT6L is a direct target of miR-365, analysis by a standard Renilla luciferase reporter assay, using 3.230 kb of CNOT6L 3′UTR, either wild type (wt) or with the predicted binding sites for miR-365 mutated individually (M1 orM2) or in combination (M1+2), transfected into C2C12 cells along with miRNA365 precursor (365) or a control precursor (C); shown are the ratio between the control precursor (set to 100%) and miR-365 precursor, after standardization on Firefly luciferase; results of a typical experiment with triplicate measurements that was reproduced 3 times.

As a first proof-of-principle, we restricted our screen to targets predicted by 2 algorithms (www.targetscan.org and http://genie.weizmann.ac.il/pubs/mir07/mir07_prediction.html) for four hit miRNAs: miR-486-5p, miR-361, miR-365 and miR-1249 (list of the targets tested in Figure S3d). The experimental setting was similar to that used in the miRNA inhibitor screen, except that cells received, instead of the LNA alone, a mixture of LNA miRNA inhibitors along with siRNAs downregulating miRNA putative targets prior to being placed under differentiation conditions. In a first screen, two siRNAs were tested for each potential target, and hits (for which at least one siRNA induced recovery of the phenotype as monitored by the proportion of myotubes) were screened again with 2 additional siRNAs per gene (see File S4: SI4_Raw data STarS.xls). Potential targets were considered to be hits when at least 2 siRNAs caused significant levels of phenotypic rescue (Figure 4b for a summary of the results). For example, FOXO1 was identified as a phenotypically important target of miR-486-5p (Figure 4b), in keeping with previous observations in cardiac cells [11], showing the importance of this target in both skeletal and cardiac muscle as well as validating the present screen. The specificity of phenotypic rescue was first confirmed for miR-365, using siRNAs against putative targets of this and other miRNAs, by monitoring differentiation markers using immunofluorescence (Figure 4c) and western blot (Figure S3e). Subsequently, targets identified for any given miRNA were systematically tested upon downregulation of other miRNAs (Figure 4 d). In all cases, downregulating the targets of a given miRNA rescued differentiation upon inhibition of this miRNA, but did not do so when a different miRNA was inhibited: for example, downregulating miR-365 targets (PIK3R3, MAPK1, XPO4 and CNOT6L) rescued inhibition by miR-365 LNA but not by miR-1249 or miR-486-5p LNAs. These data demonstrate the specificity of the STarS assay and indicate that the identified targets are indeed in the same pathway as the miRNA inhibited in the assay and under its control, albeit possibly as indirect targets. The STarS assay demonstrates the phenotypic importance of protein targets, but does not demonstrate that they are directly regulated by miRNAs. We addressed this issue for some target proteins, and MAPK. CNOT6L, XPO4 were regulated by miR-365 overexpression or downregulation (Figure 4e), and could be validated as direct targets, either by a TAP-Tar assay [14] in which mRNA targets are biochemically pulled down (Figure 4f) or, when this assay was not sensitive enough, by a standard reporter assay (Figure 4g).

## Discussion

MiRNAs contribute to gene regulation only at the post-transcriptional level, and they are often considered as “fine tuners”. Moreover, miRNAs can function redundantly; and, in many cases, several miRNAs co-regulate the same target gene. Consequently, individual miRNA molecules are often expected to be non-essential molecules. However, our genome-wide functional screen of miRNAs involved in mammalian muscle cell differentiation identified 63 miRNAs that are required for normal differentiation. Note that it is possible that important miRNAs are ignored in our functional screen (miR-1 and miR-206, for example were not detected), in particular due to miRNA redundancy. Indeed, miRNA inhibitors were designed to inhibit individual members of miRNA families, and, for example, miR-181, a miRNA essential for differentiation [15] was below the threshold of detection in this screen, likely due to the high redundancy of the miR-181 family. The high number of hits was quite unexpected as compared to the few miRNAs that were found to be essential in a previously published screen implemented in *C. elegans* [20] (in which, however, only 10% of the genome miRNAs were analyzed). Our result underscores the importance of “fine-tuning” by miRNAs.

Quite unexpectedly, the 63 hits were not systematically differentially expressed during differentiation, and the proportion of miRNAs that were differentially expressed in the hit population was rather low (about 25%). Some of the constitutive miRNAs might be involved in biological essential functions and might impact on differentiation in an indirect manner. But, for some of these miRNAs that are directly involved in differentiation, this result suggests that miRNA activity is modified upon differentiation. MiRNA activity might be regulated through modulation of miRNA targets, for example via the modification of miRNA binding sites in the target 3′UTRs. MiRNA activity might also be regulated by RNA binding proteins that control mRNA translation, such as IGF2BPs or CPEB proteins. In any case, the activity of individual miRNA molecules cannot be directly inferred from their expression profiles, underscoring the importance of functional screens, based on the direct estimation of the influence of miRNA depletion on cell phenotypes, to decipher miRNA function.

The phenotypes observed were diverse reflecting the involvement of miRNAs in multiple steps of the differentiation process. Using the STarS assay, we were able to identify functionally important targets of hit miRNAs. Some of these hit target proteins have been previously characterized as inhibitors of myotube differentiation: the miR-486-5p target FOXO1 [21] and the miR-365 target ERK2 [22]. Others, in contrast, have never been linked to skeletal muscle differentiation. The miR-365 target ZNF148 (ZBP-89) is a zinc finger protein that was shown to regulate multiple promoters in myoblast cells [23]. The miR-365 target PIK3R3 binds the IGFR1 receptor and is involved in regulating cell proliferation by the IGF cytokines [24]. CNOT6L is a subunit of the CCR4 complex [25], which controls gene expression at multiple levels, including shortening of mRNA polyA tails in the cytoplasm, and a repressor of p27, a proliferation inhibitor required for differentiation [26]. Exportin-4 (XPO4) is a nuclear export protein that inhibits EIF5A2 [27], a translation regulator that seems to be important for skeletal muscle cell differentiation [28].

Downregulating miRNA targets did not systematically fully reconstitute differentiation. In particular, downregulating the miR-365 target CNOT6L restored cell fusion and MCK expression, but not MHC expression (Figure 4c et S3e). In contrast, downregulating XPO4 (or PIK3R3), which are also targets of miR-365, restored all measured parameters. These data indicate that distinct pathways, leading to MHC expression, cell fusion and/or MCK expression are all under the control of miR-365.

The miR-1249 target GPR64 (He6) is a G-protein–coupled orphan receptor preferentially expressed in epididymis [29], and its connection with skeletal muscle is quite unexpected. However, GPR64 is also a target of the pro-differentiation transcription factor RUNX2 in osteoblasts [30], a differentiation pathway mutually exclusive with myoblastic differentiation for mesodermic precursor cells. Finally, the miR-1249 target MARCH3 is an unexplored membrane RING protein belonging to the E3-Ubiquitin ligase family.

In summary, we describe here a genome-wide screen for miRNA function in skeletal muscle cells. We show that the depletion of an unexpectedly high number of miRNAs (63) impacts on normal progression of terminal differentiation. We undertook the analysis of some of the pathways controlled by 4 hit miRNAs, using an assay that we called the STarS assay, a genetic suppressor screen that directly identifies phenotypically important targets. Our data revealed the unsuspected importance of several proteins, either not previously linked to muscle differentiation or else of completely unknown function, thus opening up new avenues of research. Thus, our study provides a convenient strategy that can facilitate the functional annotation of the human miRnome.

## Materials and Methods

### Cell Culture and Transfections

LHCN-M2 immortalized human myoblasts [7] were cultured under standard conditions. Briefly, cells were grown in 80% DMEM (Invitrogen 61965), 20%199 (Invitrogen 41150) supplemented with 20% FBS (PAA A 04306-0360, lot 731), penicillin/streptomycin (Invitrogen), plasmocin 2.5 µg/ml final (Invivogen). For transfection and differentiation assays, cells were seeded on collagen-coated plates (50 mg of rat tail collagen - Sigma C 7661 - in 500 ml of 0.2% acetic acid in ddH_2_O) at 2×10^4^ cells/well of 96-well plates, or 5×10^5^ cells/well of 6-well plates. Differentiation was induced by switching to DMEM/antibiotics supplemented with 0.01 mg/ml insulin and 0.1 mg/ml transferrin (Invitrogen). The library of microRNA inhibitors with normalized Tm (miRCURY LNA microRNA inhibitor library v. 12) was provided by Exiqon (Vedbaek, Denmark). The library contains 918 inhibitors targeting 870 human microRNAs listed in miRBase v. 17.0. The positive control was a miR-181 LNA inhibiting the whole miR-181family (Exiqon) and the negative controls were a mutant of this oligonucleotide ([15] or mock transfected cells. In addition, an “All Stars Death” siRNA mix (Qiagen) was also run to monitor transfection efficiency. SiRNAs were obtained from Qiagen (Target accession numbers are listed in Figure S3 and sequences are available upon request). A control siRNA was used in all experiments (uagcaaugacgaaugcgua). LNAs, mimics or siRNAs were transfected by reverse transfection using LipoRNAiMAX (Invitrogen) in 96-well plates using a pipetting robot (Microlab Star, Hamilton).

### MicroRNA Profiling

Arrayed RT-QPCR profiling was performed by Exiqon. For individual RT-QPCR, total RNA was isolated with TRI Reagent Solution (Ambion), and assayed using the miRCURY LNA Universal RT microRNA PCR system (Exiqon), or else with the TaqMan MicroRNA Assay Kit. MiR16, constitutively expressed, was used as an internal standard.

### Image Acquisition and Analysis

Terminal differentiation was monitored using an Array Scan VTI (Cellomics) or an Operetta (Perkin Elmer) High Content Screening system. These automated microscopes allow the systematic acquisition and analysis of epifluorescence images in 96-well plates. We used the colocalization bioapplication of the vHCS scan software (Cellomics), and the Harmony Image analysis software (Perkin Elmer) to analyze images acquired in two channels with a 5× (Cellomics) or a 10× (Perkin Elmer) objective in high-resolution camera mode. Nine (5×) or eleven (10×) pictures were scanned per well (covering approximately 50% of the well surface) in 96-well plates. On both systems, the first channel was used to automatically focus on the cell preparation based on the Hoechst signal (Hoechst Channel) and then to identify and quantify nuclei, while the second was used for myotube identification, based on the MHC labeling (FITC channel). Applying intensity thresholds, nuclei and cell/myotubes were segmented to define 2 corresponding Regions Of Interest (ROI). Four parameters were analyzed: the percentage of myotubes (i.e. the percentage of cell ROI expressing MHC and with more than 3 nuclei), the fusion index (i. e. the number of nuclei in myotubes containing at least three nuclei above the total number of nucleai), the size of myotubes (i.e. the area of MHC-positive cell ROIs) and the cell count (total number of nuclei). In some cases, parameters were standardized on the Mock transfected control. The percentage of multinucleated myotubes was used to select hits in the primary screen and the residual viability (nuclei count per valid acquisition field) was added as an exclusion parameter in the secondary screen.

### Data Analysis

For the purpose of the primary screen, inhibitor miRNAs were selected as candidates when their activity values were found below 2 standard deviations (SD) from the negative control (corresponding to an approximate confidence interval of 95%). In the secondary screen, the Mann-Whitney test was used as a significance test. The significance threshold was set at 0.05 for the purpose of the selection of hit miRNAs.

### Antibodies

Western blotting and immunofluorescence were performed using standard procedures. Antibodies were: MHC (Sigma My-32), MCK (Santa Cruz sc-15161), Lin-28 (R&D AF3757), HMGA2 (R&D AF3184), IMP-2 (Abnova H00010644-A01), IMP-1 and 3 (kind gift of Pr. F. C. Nielsen), IGF-2 (R&D AF792), nucleolin (Sigma N2662), beta-actin (Sigma A5441), HRP-conjugated secondary antibodies (Sigma), Alexa Fluor-488-conjugated anti-mouse secondary antibody (Invitrogen A11029). Hoechst 33258 was used for staining of nuclei.

### TAP-Tar

C2C12 mouse myoblastic cells stably transduced with a vector expressing a tagged version of AGO2, or with the empty vehicle vector for the control, were transfected with biotinylated miR-365, or miR-20a as a control. Extracts were submitted to tandem affinity purification, first with anti-Flag antibodies (to immunoprecipitate AGO complexes) and then with streptavidin (to purify miR-365 complexes). Target mRNAs were analyzed by RT-QPCR.

### Reporter Assays and Mutagenesis

A pSiCheck reporter vector (Promega) containing 3.230 kb of either CNOT6L 3′UTR wild-type (nt 2710 to 5940) or mutant (the miR-365 seeds, gggcatt, were mutated into gtgcagt using the AccuPrime Pfx site-directed mutagenesis system - Life Technology) was transfected into C2C12 cells (a murine myoblast cell line), along with a control miRNA precursor or miR-365 precursor (50 nM final concentration). Luciferase was measured 48 days later, in triplicates.

## Supporting Information

Figure S1 a: Myotube reconstruction using mock transfected cells; mock transfected LHCN cells were differentiated for 7 days and stained with DAPI and anti-MHC antibodies; stained cells were analyzed on the Array Scan VTI microscope and reconsructed; green: MHC, blue: Hoechst. b: Confirmatory screen for 18 selected targets with new batches of LNA. LHCN cells were transfected with indicated LNAs and analyzed after 7 days of differentiation, following staining with DAPI and anti-MHC antibodies. Four parameters were measured as indicated. The background given by the “all death” siRNA was subtracted. c: MiRNA Knockdown. RNAs were extracted from cells treated with indicated LNAs for the indicated period of times, and the target miRNA was quantified by RT-qPCR. Values are relative to control samples, i. e. cells that received a control, scrambled LNA (set to 1), after standardization on miR-16 (a constitutive miRNA) content, and are means of 2–3 independent experiments with duplicate measurements (s.d.) d: MiRNA knockdown is specific. RNAs were extracted from cells treated with miR-98 or let-7g LNA for 2 days, and indicated miRNAs were quantified by RT-qPCR. Values are relative to control samples, i. e. samples that received a control, scrambled LNA (set to 1), after standardization on miR-16 content of the samples, and are means of 3 independent experiments with duplicate measurements (s. d.). Let-7 family LNAs are specific of the let-7 family (there is no significant inhibition of miR-365), and also more efficient on the targeted isoforms, even though each LNA also inhibits the other isoform. e: List of miRNAs that are hits in the phenotypic screen and differentially expressed.
(EPS) Click here for additional data file.

Figure S2 a: early differentiation of cells treated with miR-1249, miR-361-3p, miR-486-5p mimics or let-7 LNA antisenses. LHCN cells were transfected with mimics or LNAs as indicated and analyzed after 4 days of differentiation by western blot (upper panel) or following staining with DAPI and anti-MHC antibodies (lower panels). At day 4, control cells do not show any sign of differentiation, whereas treated cells express MHC and form myotubes; con = control. b: MiR-365 mimic does not impact on differentiation. LHCN cells were transfected with mimics or LNAs as indicated and analyzed after 7 days of differentiation by western blot (upper panel) or following staining with DAPI and anti-MHC antibodies (lower panel). ctrl: control; 365: miR-365. c: RT-Q-PCR analysis of miRNA expression in LHCN at day 0 of differentiation; shown are the Cts; miR-16 was used as a reference.
(EPS) Click here for additional data file.

Figure S3 a: Upregulation of Let-7 protein targets. LHCN cells were transfected with let-7g or miR-98 LNA antisenses as indicated, and expression of the indicated proteins was monitored by western blot at indicated times. Nucleolin is an example of unmodified protein. b: Lin-28 is a target of Let-7. LHCN cells were transfected with miR-98 or control LNA antisenses at indicated doses, along with control or Lin28 siRNAs at indicated doses. Differentiation was monitored by western blot analysis of the muscle marker MCK; downregulating Lin-28 restored normal levels of MCK, as well as of IGF-2, but did not affect other Let-7 targets (HMGA-2; IMP-2). c: Lin-28 siRNA restores normal differentiation increased by let-7 LNAs. LHCN cells were transfected with indicated LNAs and siRNAs, and analyzed at day 7 by immunofluorescence after staining with anti-MHC antibodies and counterstaining with DAPI (upper panel); the fusion index was quantified (lower panel); ctrl: control. d: List of targets tested using the STarS assay in Figure 4d. e: Monitoring differention by MCK expression in the experiment described in Figure 4c. LHCN cells were transfected with miR-365 LNA along with indicated siRNAs (2 siRNAs per gene), and extracts were analyzed at day 7 by western blot with indicated antibodies; cont: control; CNO: CNOT6L; PI3: PIK3R3 MAP: MAPK1; XPO: XPO4.
(EPS) Click here for additional data file.

File S1 **LNA screen raw data.**
(XLS) Click here for additional data file.

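File S2 sets the miRNAs targeted by the antisense library beside those of the expression screen. The copy used here lists 844 different names for the functional screen, against the paper's 870 miRNAs, so the targets were taken from File S1 instead, which holds 963 rows of inhibitors, against the paper's 918, and 908 different targets. Of these 908 targets, 873 (96.1%) are among the 1295 entries of the expression list. A smaller part, 410 targets (45.2%), has a row in the authors' deposited table of fold changes, and 320 (35.2%) have a fold change there for day 7 against proliferation. Being on the expression list therefore differs from having a measured change.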

File S2 **Lists of miRNAs tested in the LNA antisense screen and in the expression screen.**
(XLS) Click here for additional data file.

File S3 **Raw data of expression screen.**
(XLS) Click here for additional data file.

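File S3 holds the Cp of each assay in proliferating cells and at day 7, in which an asterisk marks an assay without a Cp, and lists of Cp differences between both samples. One list sets late or undetermined Cp values to 36 and subtracts the mean difference of the reference assays, so a positive value is a rise at day 7. By this list of the paper, 191 assays were higher and 31 lower by at least 2-fold, over 366 rows. The same ceiling and references applied here to the Cp values of File S3 gave 191 higher and 54 lower over 403 assays. The reason for the larger number of falls was not tested. The last sheet holds a microarray with 3 slides per time point, as log ratios with averages and SDs. For the 178 miRNAs with both a day 7 fold change in the authors' deposited table and a value on the paper's array, Spearman's rho across miRNAs was 0.73 and Pearson's r 0.91, where miRNAs are not independent replicates. The direction was the same for 135 of them (75.8%), and for 66 of the 72 that changed by at least 2-fold by RT-QPCR. Of these 72, 19 also changed by at least 2-fold the same way on the paper's array. Pearson's r gives much weight to miR-1, miR-133a, miR-133b and miR-206, which rose most by RT-QPCR and had array values from 4.82 to 6.35. It was not computed without them, so it does not describe the other miRNAs.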

File S4 **Raw data of the STarS assay.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

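The data are an arrayed RT-QPCR profile of LHCN-M2 myoblasts in 3 conditions, proliferating (day 0) and differentiating for 3 and 7 days, with 1 sample per condition that pools RNA of 3 cultures. The service provider ran each miRNA assay once per sample. The values used are the fold changes that the authors deposited, as signed ratios between 2 samples in which a fall is written as minus the inverse ratio; the table does not name its normalizer or the rule by which a value is left out. A second deposited table, of Cp values, was not used here, because the names of its 4 per-sample columns match no label of a sample and columns were not assigned by order or by values. The analysis had been planned on Cp values, so the plan's unit differs from the one used, and the deposited fold changes took their place. Cp values in proliferating cells and at day 7, and array values, were taken from File S3 and are the paper's.

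From the deposited fold changes the log2 was computed, with a fall below 0. Reference RNAs (SNORD38B, SNORD49A and U6) were left out of counts of miRNAs. A miRNA counted as changed at 2-fold, the threshold of Figure 2. Another normalization subtracts a constant from every log2 value, namely the mean of the reference assays or of miR-16 in the same comparison. The 63 hits were taken from Table 1 and matched to the assay of the same strand, and a hit that names 2 miRNAs was given the mean of its assays.

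There are no replicates, so no p-value was computed, and no paired comparison was made. Lists were described by the percentile of their count or median among 10000 random lists of the same size, drawn in 5 bins of mean Cp. For the median of signed changes only, this procedure was tested on simulated data with 300 independent assays. Of 200 lists with a shift of 1.5 on the log2 scale, 99.5% lay above the 95th percentile, and of 200 without one 3.5%. Counts of changed assays, medians of absolute changes and lists as short as most clusters were not simulated. Assays that change together, as members of a cluster may, were not simulated either, so these rates do not carry over to them. Directions on the paper's array were compared with 10000 shufflings of the array values within the same group of assays. Shares of hits carry an exact 95% binomial interval. Clusters of miRNA genes were formed from the annotation of GRCh38.p14, as genes within 10 kb of the next without regard to strand, which the annotation table does not give, and with at least 3 assays; 309 of the 327 miRNA assays matched a gene. Its coordinates are not printed, as the deposited files name no genome build.

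The miRNAs named in the text were fixed by a rule before the data were examined: those the paper names, the 10 largest rises and 10 largest falls among assays with a Cp of at most 36 in both samples, every hit that changed by at least 2-fold, hits at the detection limit in one sample, the reference assays, and members of reported clusters. Alternatives were other normalizations, a threshold of 4-fold, other ways to match hits, clusters within 50 kb, and ceilings of 32, 36 and 40 on the Cp values of File S3. The functional screen, the individual RT-QPCR, the mimics and the target screen were not analysed here. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.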

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

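The tests of explanations in this part were chosen after the results were seen. The cluster distances and the normalizations by SNORD38B, U6 and miR-16 had been set before the data were examined.

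The paper reports the arrayed RT-QPCR for day 7 only, while the authors' deposited table also holds day 3. Between proliferation and day 3, 18 miRNA assays were higher and 80 lower by at least 2-fold in that table, so 18.4% of the changed assays were higher. Between day 3 and day 7 the split was the other way, with 82.2% of 129 changed assays higher and 23 lower in the authors' deposited table. Both comparisons share the day 3 sample, so a deviation of that sample alone moves them in opposite directions. The median log2 change over all miRNA assays was -0.50 at day 3 and 0.61 from day 3 to day 7. At day 3 the small nucleolar RNAs lay close to that median, SNORD38B at -0.56 and -0.44 and SNORD49A at -0.39. Relative to SNORD38B, 36 assays were higher and 35 lower at day 3, so 49.3% of the changed assays fell. From day 3 to day 7, 59 were higher and 49 lower, so 54.6% rose. Because SNORD38B itself lies near the median of all assays, subtracting it balances the split by construction, and these shares decide nothing. With miR-16 as the reference the splits were 50 higher and 27 lower, and 150 higher and 11 lower, the latter more uneven than as deposited. A shift of all assays by the normalization and a true change in total miRNA content between the time points cannot be told apart, since each condition has 1 sample and no value used here measures the total content apart from these references.

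Among 27 clusters of neighbouring miRNA genes, 7 had a median log2 change at day 7 outside the middle 95% of random lists matched on mean Cp. By chance 1.35 would lie outside if the assays of a cluster varied independently. They may not, since some assays read both strands of the same miRNA. In the authors' deposited table all 10 assays of the cluster of MIR188, MIR362, MIR500A, MIR500B, MIR501, MIR502, MIR532 and MIR660 rose, by log2 changes from 3.07 to 5.09 with a median of 4.05, and its percentile was 100. The paper names only miR-501-3p and miR-532-3p of it, as hits. Its median was 5.03 relative to the mean of the 2 SNORD38B assays and U6, 5.11 relative to miR-16, 6.89 relative to U6 alone, 4.09 relative to SNORD38B alone and 3.89 relative to the mean of all listed assays, the lowest. The median stays above 2-fold under each of these, but each only adds a constant, so these values are a description. A shift of all assays by the normalization moves this cluster and the other assays alike. It leaves the distance of the cluster from the median of all miRNA assays (0.04 as deposited) unchanged, which argues against it as the whole cause. Noise of assays with late Cp values was also weighed, since only 1 of the 10 assays had a Cp of at most 32 in both samples of File S3. The paper's array, which has no Cp, gave a median rise of 1.48 for the 7 members on it, which argues against noise. Cross-reaction between similar miRNAs of the cluster was not tested. A shared induction of this cluster during differentiation remains a hypothesis.

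The other 6 clusters were smaller in effect. The cluster of 42 genes that includes MIR379 and MIR410 had a median of 0.97 over 32 assays, and that of MIR424, MIR450A1, MIR450A2, MIR450B, MIR503 and MIR542 a median of 1.35. Lower medians were found for MIR17, MIR18A, MIR19A, MIR19B1, MIR20A and MIR92A1 (-0.86), MIR15B and MIR16-2 (-1.37), MIR100, MIR10526 and MIRLET7A2 (-1.70), and MIR29A and MIR29B1 (-1.99). Relative to the mean of the 2 SNORD38B assays and U6 the first of these 4 turned to 0.11 and the others stayed below 0, at -0.39, -0.73 and -1.01, while relative to U6 alone all 4 were above 0. Among the members of the 7 clusters, 10 miRNAs come from more than 1 gene, so their assays cannot be given to one cluster. On the paper's array the medians of these 6 clusters have the same sign as in the authors' deposited table, in the order given 0.52 (15 members), 0.83 (6 members), -0.44 (5 members), -0.79 (2 members), -0.19 (3 members) and -1.46 (3 members). The array median of -0.19 is the value of let-7a*, which was also given to other let-7 clusters, with let-7a at 0.15 and miR-100 at -1.13. The deposited median of that cluster, -1.70, is the value of miR-100, and MIR10526 has no assay in it. Explanations for these clusters stay open.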

How the results depend on the processing

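No paired analysis was possible because each condition has 1 pooled sample. For the same reason no fit without one replicate was run. The alternatives on normalization, threshold, matching of hits and cluster distance were set before the data were examined; the mean of the SNORD38B and U6 assays had been the planned main normalization. Those that use Cp values of File S3, and the mean of all listed assays, were chosen after seeing the data. Removing the normalization altogether, and the planned Cp ceilings and filters on the deposited Cp values, were not run. Also not run were the planned mean of assays with a Cp of at most 36, U6 and its mean with SNORD38B at day 3, where U6 has no value, the clusters limited to a Cp of at most 36, and the repeats without a Cp limit.

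The total of changed miRNA assays at day 7 (140) stayed between 138 and 196 under every normalization except U6 alone, which gave 296, while the split moved. Relative to the mean of the SNORD38B and U6 assays 166 were induced and 28 repressed (85.6% of changed assays higher, against 47.9% as deposited), relative to miR-16 171 and 25 (87.2%), and relative to U6 alone 294 and 2 (99.3%). The cause is the construction, since a constant is added to every assay. The median of all miRNA assays moved from 0.04 to 1.01, 1.09 and 2.87 in these 3 settings. Relative to SNORD38B alone the split was 71 and 71, and relative to the mean of all listed assays 55 and 83.

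The count of changed hits (19) was 19 to 23 under the normalizations other than U6 alone, which gave 33. The median absolute log2 change of the hits (0.99) was 2.60 relative to U6 and 1.20 relative to miR-16. Counting each miRNA of a double hit, or matching the other strand, gave 20 changed hits each. At 4-fold, 54 assays (28 induced, 26 repressed) and 8 hits changed at day 7, 32 assays at day 3 and 35 from day 3 to day 7, fewer by construction.

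With File S3 Cp values, a ceiling of 36 and the centring of the deposited table, 116 assays were repressed and the median absolute change of hits was 1.22. A ceiling of 32 left 43 induced. A ceiling of 40 gave 264 changed assays (113 induced, 151 repressed), a median of 1.25, and 73.0% of hits with a value, against 60.3%. A ceiling of 36 with the mean of SNORD38B and U6 gave 245 changed assays (191 induced, 54 repressed), 29 changed hits and a median of 1.33. More assays enter with the higher ceilings; the cause was otherwise not tested.

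The changed assays at day 3 and from day 3 to day 7 stayed within 1.5 times under the other normalizations run. Their splits moved: relative to SNORD38B alone to 36 higher and 35 lower, and 59 and 49; relative to miR-16 to 50 and 27, and 150 and 11; and relative to the mean of all listed assays to 27 and 40, and 44 and 60. Also within 1.5 times were the share of hits with a value under the other matchings and the number of clusters (7) within 50 kb. Of 109 named miRNAs, 18 changed sign relative to the mean of the SNORD38B and U6 assays, 18 relative to miR-16 and 46 relative to U6 alone, and 0 relative to SNORD38B alone. With File S3 Cp values, 12 changed sign under a ceiling of 32, where 36 moved in all, 17 under a ceiling of 36 with the mean of SNORD38B and U6, and 0 under ceilings of 36 and 40 with the centring of the deposited table. The single pooled sample per condition limits all of these values.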

Differences from the paper's values

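The count of miRNAs changed by at least 2-fold at day 7 was 140 here, and the paper's is about 140 in Fig. 2a, read by eye. Changed hits numbered 19, or 30.2%, against the paper's 15 and 25%, within the 1.5-fold limit. Relative to the mean of the SNORD38B and U6 assays, the planned main normalization, 23 hits changed, which is beyond that limit. The same holds for the 33 hits relative to U6 alone and the 8 hits at 4-fold. No alternative that was run gave 15. The nearest was 17 hits with File S3 Cp values and a ceiling of 32, chosen after seeing the data.

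The paper's File S3 lists log2 changes at day 7 that differ from those of the authors' deposited table. For let-7g the values are 1.25 in the deposited table and 2.23 in the paper's File S3, for miR-125b -0.41 and the paper's 0.56, for miR-133a 12.14 and the paper's 13.11, and for miR-16 -1.05 and the paper's -0.080. In the miR-181 family they are 0.65 and the paper's 1.62 (miR-181a), -0.65 and the paper's 0.32 (miR-181b), -0.23 and the paper's 0.74 (miR-181c), and -0.65 and the paper's 0.32 (miR-181d). For miR-18b they are -1.81 and the paper's -0.84, for miR-27a -0.15 and the paper's 0.82, for miR-361-3p 0.49 and the paper's 1.47, for miR-365 1.41 and the paper's 2.38, for miR-940 -1.78 and the paper's -0.80, and for miR-98 1.87 and the paper's 2.84. Relative to the mean of the SNORD38B and U6 assays, set before the data were examined, all of these took the paper's value, and relative to miR-16 they lay within 0.12 of it; relative to SNORD38B or U6 alone they did not.

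For miR-1 the values are 13.48 and the paper's 13.94, for miR-133b 14.48 and the paper's 15.23, and for miR-206 14.86 and the paper's 13.47. None of the alternatives set before the data were examined closed these gaps. File S3 Cp values with a ceiling of 36 and the mean of SNORD38B and U6, chosen after seeing the data, gave the paper's values.

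The paper states that miR-18b was not detected by RT-QPCR. The authors' deposited table lists miR-18b with a log2 change of -1.81 at day 7, and the paper's File S3 gives it a Cp of 29.5 in proliferating cells and 29.2 at day 7. The hit in Table 1 is the other strand, miR-18b*, which has no row in the authors' deposited table.

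The paper describes miR-16 as constitutively expressed. In the authors' deposited table it fell by 1.05 on the log2 scale at day 7, and its change was -1.01 relative to SNORD38B alone, -0.080 relative to the mean of SNORD38B and U6, and 1.78 relative to U6 alone. On the paper's array it was -0.74.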

Other observations

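The test of the ratio of changed assays by Cp was set before its result was seen, and the tests of the share of hits with a fold change and those that shuffle the array values after.

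In all, 25 of the 63 hits have no fold change for day 7 against proliferation in the authors' deposited table, which bears on how many can be called unchanged. One hypothesis was that hits were detected less often than the other miRNAs tested. Over all 908 inhibitor targets, 60.3% of the 63 hits and 33.4% of the 845 others had a value, and the hits' share lay at percentile 100 of random lists of 63 targets, which argues against it. Among the 873 targets on the expression list of File S2 the shares were 61.3% and 34.3%. Having a row in the authors' deposited table is itself part of being detected, so the shares among targets with a row, 82.6% of the 46 hits and 77.5% of the 364 others, are a description only.

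Some hits without a value appear in the paper's File S3 with a Cp in one sample only. By the paper's values, miR-486-5p had no Cp in proliferating cells and 27.2 at day 7, miR-326 none and 30.2, and miR-454 none and 31.2, while miR-1538 had 33.1 and none at day 7 and miR-1249 33.7 and none. With a Cp ceiling of 36, chosen after seeing the data, 7 of the 11 hits that have a File S3 row but no fold change would pass 2-fold, and the number of changed hits would be 26. Of these 7, 2 have a Cp in both samples. For miR-629* the log2 change is -2.93 with and without the ceiling, while for miR-885-5p the ceiling reverses the direction, from 1.55 without it to -1.67. For miR-454 the paper's array gave a change of -0.45, opposite to the Cp values. For miR-486-5p it gave 1.01, for miR-1249 -0.28, for miR-629* -0.10 and for miR-885-5p -0.14. With the ceiling, the Cp of miR-885-5p in proliferating cells (39.2) is set to 36, close to its 35.6 at day 7. The fall obtained then comes from the constant subtracted by the normalization, so the small fall on the array does not decide its direction. Of these array values only that of miR-486-5p passes 2-fold, and miR-1538 and miR-326 have none.

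Changed assays were more frequent among those with late Cp values. Of assays with a mean Cp above the median of 30.0, 54.0% changed by at least 2-fold, and of those below it 31.7%, a ratio of 1.70. Noise of late assays predicts such a ratio, and 9 of the 19 changed hits have a mean Cp above that median. Of the 31 changed late assays on the paper's array, 26 (83.9%) had the array's direction. When the array values were shuffled among these 31 assays, which keeps the number of falls of both methods, the median was 16 and the middle 95% of shufflings ended at 22. With the array centred on its median over the shared miRNAs, 25 had its direction and the middle 95% ended at 21. This argues against noise as the whole cause for these assays, although the shuffling treats neighbouring miRNAs as independent. For the late changed hits noise stays open, since only 5 of the 9 are on the array, and all 5 have its direction.

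Error of single RT-QPCR assays was weighed for the changed hits. All 13 changed hits on the paper's array (100%) had its direction, with miR-133a and miR-133b as the mean of both. Shuffling the array values among these 13 hits gave counts whose middle 95% ended at 9, and at 11 with the array centred, which argues against such error as the whole cause of their directions. Several of the falls on the paper's array were small, such as -0.020 for miR-766 and -0.17 for miR-204. Only 3 of the 13 also changed by at least 2-fold on the paper's array, so the sizes of the changes stay open. A biological difference of weakly expressed miRNAs was not tested.

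At day 3 the authors' deposited table lists log2 changes of 9.08 for miR-206, 8.69 for miR-133b, 7.31 for miR-133a and 5.35 for miR-1 against proliferation.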
